A study of Arabidopsis thaliana with 24 samples. Its data were reported in "The effects of soil phosphorus content on plant microbiota are driven by the plant phosphate starvation response" (2019).

How the data were processed

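Messenger RNA was sequenced from Arabidopsis thaliana Col-0 seedlings that had been raised on agar with ample orthophosphate (Pi) and then moved to 50 µM or 1000 µM Pi, either without bacteria (NB) or together with a synthetic bacterial community (SynCom). The 24 libraries fall into 4 groups of 6 (NB_1000Pi, NB_50Pi, SynCom_1000Pi and SynCom_50Pi), and each group holds 3 libraries from each of 2 independent experiments. Group and experiment were taken from the sample labels, and libraries are named by group, experiment and library code because the columns of the table carry no number within an experiment.

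The authors made non-stranded poly(A) libraries, sequenced single 50-bp reads on an Illumina instrument, discarded reads with adaptor sequence using Trimmomatic, aligned the rest to the TAIR10 genome using HISAT2 with default parameters and assigned reads to nuclear protein-coding genes with featureCounts. The deposited values are raw read counts per gene and library, in whole numbers, without normalization or pooling of replicates. The table holds 27206 genes, of which 3722 had no count in any library, and 0 rows name no gene. Reads mapping to several loci or to overlapping genes on either strand were handled by the authors' counting, whose settings for such reads are not given in the sources used here. Genes overlapping a neighbour, or sharing sequence with another locus, are therefore identified in the text. Total counts ranged from 1306060 to 10531762 with a median of 3215541, so that a gene at a few CPM (counts scaled to library size) rests on few reads in the shallowest libraries. The most abundant gene took between 0.831% and 2.19% of the counts of a library.

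Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr by group, which left 17746 genes holding 99.6% of all counts. Library sizes were scaled by the trimmed mean of M-values (TMM), and a quasi-likelihood model with a term per group and an additive term for experiment, the design used in the study, was fitted to all 24 libraries so that the groups share an estimate of the spread. The common biological coefficient of variation was 18.0%. From this model 5 contrasts were taken: 50 over 1000 µM Pi in NB, the same in SynCom, SynCom over NB at 1000 Pi, SynCom over NB at 50 Pi, and the interaction, which is the SynCom Pi response minus the NB Pi response. Adjusted p-values (q) are Benjamini-Hochberg values over all tested genes, and the threshold was 0.1 as in the study. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic.

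The experiments were checked for a shared effect. The difference between experiments, gene by gene, correlated across genes for every pair of groups, with r between 0.275 and 0.465, and the pairing of libraries by experiment comes from the labels. No pair of libraries within a group was alike within sampling noise, and the lowest chi-square per degree of freedom was 1.72. The library codes fall into separate runs of numbers for NB and SynCom libraries in each experiment. What these runs stand for is not given in the sources used here. SynCom over NB contrasts therefore cannot be separated from a difference between runs that recurs in both experiments, whereas both Pi contrasts compare libraries within a run.

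The gene lists, the rule for named genes, the main design and the other settings listed at the end, except where stated, were fixed before the data were examined. The phosphate starvation response (PSR) markers comprise 192 identifiers, of which 184 were tested. This copy of the list is 1 identifier short of the number that the study names, and which one is missing is not known, so counts over the list are not on quite the same genes as those of the study. The soil cluster 1 list comprises 123 genes that the study found in soil-grown plants, of which 110 were tested, and 6 genes are on both lists. Both lists came from other samples than these. For each list and library an index was computed as the mean over members of the z-scored log2 CPM (prior count 2, z over the 24 libraries). Differences of index means were tested with exact two-sided permutation tests that permuted labels within experiments, in 400 arrangements for contrasts between groups and 160000 for the interaction, with a threshold of 0.05. The smallest p that 400 arrangements allow is 0.005. These tests and the edgeR fit take the 6 libraries of a group as the replicates. With only 2 experiments, their p-values do not measure how far an effect would vary over further experiments.

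The rule for named genes takes fixed lists of PSR regulators, PSR genes and immune genes in every contrast, and for each contrast the 3 largest rises and the 3 largest falls among genes past the threshold that had a mean log2 CPM of at least 2 and the same sign in each experiment fitted alone. Gene symbols and coordinates come from the TAIR10.1 annotation, joined to the count table by locus identifier. Of the identifiers, 26719 matched. The share of exonic 50-mers found elsewhere in the nuclear genome was computed from the same assembly. Where a reference group held 0 counts, a fold change is given as a lower bound against 3 counts over the group. Where it held 1 to 3 counts, the ratio is given with an exact Poisson interval at 95% that covers counting error only.

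The edgeR step was tested on simulated data with 200 genes changed by known amounts. It recovered 98.5% of them for the Pi contrast in NB and 93.0% for the interaction, over 17536 and 17557 genes, with 10.9% and 8.37% of calls false. Each change exceeded the median absolute log2 fold change of the real calls (0.614 for Pi in NB and 0.782 for the interaction). Genes with few counts were not changed, and no other gene differed between groups. The recovered shares thus do not hold for smaller changes or for data in which many genes change. The other settings were DESeq2 1.42.0 (~ experiment + group), size factors by median ratio (RLE), no filter beyond 1 count, a filter of 10 counts in every library of a group, no experiment term, only the groups compared, a threshold of 0.05, each experiment alone and each library left out. For the index they also included a prior count of 0.5, no z-scoring, only members above the median log2 CPM of the list, permutation across experiments, and the fry and camera tests of limma. Thinning all libraries to the lowest total and a separate experiment effect for NB and SynCom libraries were added after seeing the data.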

Results

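Gene expression was measured by RNA-seq in 24 libraries of Arabidopsis seedlings grown at high (1000 µM) or low (50 µM) Pi, with or without a bacterial SynCom, which is a defined mixture of strains isolated from roots. Each of the 4 groups held 6 libraries, 3 from each experiment. Total counts ranged from 1459513 to 2249376 in NB_1000Pi, from 1306060 to 5660069 in NB_50Pi, from 1994650 to 5220100 in SynCom_1000Pi and from 2918869 to 10531762 in SynCom_50Pi. Low Pi libraries were thus mostly deeper, and between 19489 and 21757 genes had at least 1 count per library. In a principal component analysis of log2 CPM, the first component held 45.4% of the variance. It placed NB_1000Pi between -58.6 and -45.6, SynCom_1000Pi between -51.6 and -30.1, NB_50Pi between -2.84 and 42.6 and SynCom_50Pi between 48.2 and 86.1.

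To ask how seedlings respond to Pi limitation without bacteria, NB_50Pi was compared with NB_1000Pi. Among 17746 genes, 3497 were higher and 3369 lower at 50 µM Pi (edgeR quasi-likelihood, q under 0.1). Of these 6866 genes, 6753 had the same sign in each experiment fitted alone. The number moved most with experiment 1 alone, which has 3 libraries per group and gave 2223 higher and 1821 lower genes. In the presence of the SynCom, 4770 genes were higher and 5167 lower at 50 µM Pi, and 9766 of the 9937 had the same sign in both experiments. The responses overlapped. A total of 5501 genes passed the threshold both with and without bacteria, where 3845 would be expected from independent lists. Of these, 5420 changed in the same direction, called shared here, and 81 in opposite directions. These contrasts share no library. Across genes, which are not independent replicates, their log2 fold changes correlated with Pearson's r of 0.812 and Spearman's rho of 0.745. Among the 5420 shared genes, 71.6% had the larger absolute log2 fold change with the SynCom.

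**Figure D1:**
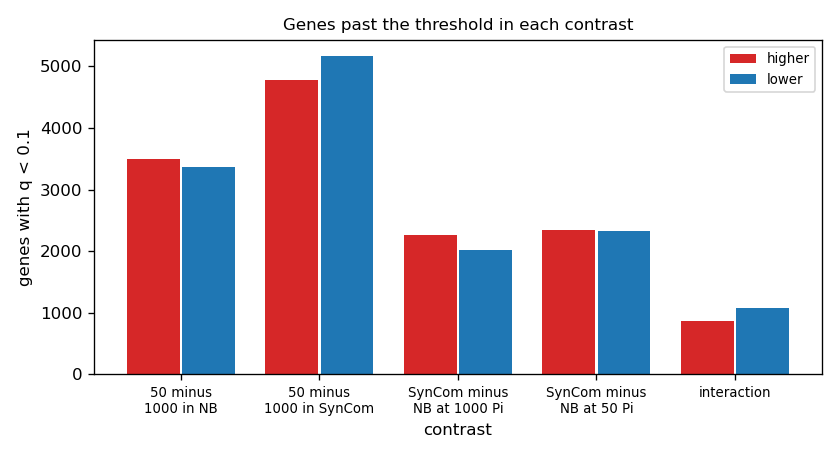
Number of genes past the threshold (y axis, edgeR q under 0.1, out of 17746 tested) in each of the 5 contrasts (x axis), with red bars for higher and blue bars for lower genes. The Pi response with the SynCom holds the most genes (4770 and 5167) and the interaction the fewest (865 and 1082).

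Genes with known roles in the PSR were examined first. SPX1 (AT5G20150, chromosome 5, 6802282 to 6803655, plus strand), which encodes an SPX-domain protein, was between 8.45 and 12.6 CPM in the 6 NB_1000Pi libraries and at 385 ± 139 CPM in NB_50Pi (SD, n = 6), a log2 fold change of 5.12 (SE 0.23, edgeR q = 2.87e-14). With the SynCom it went from 8.17 ± 1.85 to 978 ± 177 CPM, a log2 fold change of 6.88 (SE 0.24, edgeR q = 3.79e-17). SQD2 (AT5G01220, chromosome 5, 86543 to 90117, minus strand), a sulfolipid synthase, rose by 3.53 (SE 0.22) in NB and 5.07 (SE 0.23) with the SynCom on the log2 scale. The phosphate transporter gene PHT1;4, the acid phosphatase gene PAP17, the galactolipid synthase gene MGDC and PHO1;H1 rose by between 3.27 and 6.93 in NB, and by 5.51, 6.39, 7.995 and 3.79 with the SynCom. None of these 4 interactions passed the threshold, and in experiment 2 alone those of PHT1;4 (-0.31), MGDC (-0.37) and PHO1;H1 (-0.18) were negative. That of PAP17 did pass without NB_50Pi library FER49 (1.26, edgeR q = 0.0755). PAP17 overlaps AT3G17800, so its counts are less certain. Among the regulators, PHF1 rose by 2.30 in NB and 2.79 with the SynCom. PHR1, which overlaps AT4G28600, did not pass the threshold in NB (-0.16, SE 0.13, edgeR q = 0.368) and was lower at 50 µM Pi with the SynCom (-0.47, SE 0.13, edgeR q = 0.00293). In single experiments it passed in NB in experiment 2 (-0.44, edgeR q = 0.0998) and did not pass with the SynCom in experiment 1 (-0.32, edgeR q = 0.103). PHL1 passed the threshold in neither Pi contrast (edgeR q = 0.843 and 0.102), although with the SynCom it did under RLE size factors (edgeR q = 0.0691), DESeq2 (q = 0.0813), only the groups compared (edgeR q = 0.0814) and a separate experiment effect for NB and SynCom libraries (edgeR q = 0.0987), and in 6 of the 24 fits that left out 1 library (lowest edgeR q = 0.0420). Of its exonic 50-mers, 2.78% occur elsewhere in the genome.

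Ranks by size here and below are among genes past the threshold that had a mean log2 CPM of at least 2 and the same sign in each experiment, and some genes with lower counts had larger fitted changes. The largest fitted rises in NB under this rule were those of AT3G25240, PS2 and IPS1. AT3G25240 (chromosome 3, 9192493 to 9193615) had 0 counts in all 6 NB_1000Pi libraries and 747 in NB_50Pi, so it was at least 108-fold higher. This bound lies below the rises of PS2 and IPS1, so the counts do not establish its rank. PS2 (AT1G73010) and IPS1 (AT3G09922) rose by 8.47 each on the log2 scale, from 8 and 4 counts over the 6 NB_1000Pi libraries. With the SynCom the largest fitted rises under the rule were those of IPS1 (10.19), PS2 (9.16) and PAP14. PAP14 (AT2G46880) had 3 counts over the SynCom_1000Pi libraries, and its ratio was 721 with a counting interval from 247 to 3500. The largest falls in NB were those of AT4G39675 (-3.63), AT2G22122 (-3.41) and AT3G12900 (-2.65). The fall of AT3G12900 in NB rested on experiment 1 (-2.98, against -0.28 in experiment 2) and was no longer past the threshold without NB_1000Pi library VDO2046 (-1.83, edgeR q = 0.135). With the SynCom, AT3G12900 (-5.11), AT5G04730 (-4.59) and AT4G39675 (-4.31) fell most.

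The PSR markers were then considered as a list. At 50 µM Pi, 169 of 184 tested markers were higher and 2 lower in NB, and 180 were higher and 0 lower with the SynCom. Adjusted over the list alone, 173 and 180 were higher. The mean log2 fold change was 2.31 in NB, a geometric mean of 4.95-fold, and 3.41 with the SynCom, a geometric mean of 10.6-fold. The medians were 1.66 and 2.87, and they were the same with the 3 markers that had 0 counts in the high Pi group placed at their lower bound. The index rose by 1.18 between Pi levels in NB and by 2.04 with the SynCom (exact permutation, p = 0.005 for each, the smallest possible, 0.01 after adjustment over 10 index tests). Differences within experiments were 1.09 and 1.28 in NB, and the smaller of those with the SynCom was 1.98. With 3 libraries against 3, an exact permutation test of these cannot go below p = 0.1.

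**Figure D2:**
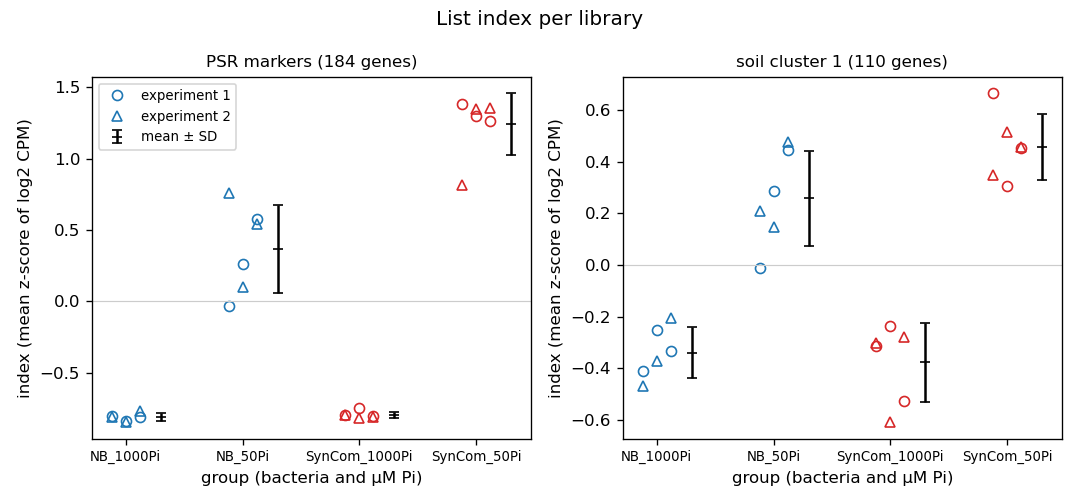
Index per library (y axis, mean z-score of log2 CPM) by group (x axis) for the PSR markers (left) and soil cluster 1 (right), with circles for experiment 1, triangles for experiment 2 and bars for the mean ± SD of 6 libraries. For the PSR markers, SynCom_50Pi (1.24 ± 0.214) lies above NB_50Pi (0.368 ± 0.307) and the high Pi groups lie together (-0.813 and -0.797).

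Whether the SynCom changes the Pi response was tested with the interaction. The log2 ratio of 50 over 1000 µM Pi was larger with the SynCom for 865 genes and smaller for 1082 genes (edgeR q under 0.1). Larger ratios made up 44.4% of these calls, and the majority turned with the scaling, to 51.9% of 1952 calls with RLE and 53.0% of 2265 calls in DESeq2. A smaller ratio can be a steeper fall. The 1947 genes were sorted by their fitted Pi changes, whether or not either Pi contrast passed the threshold. For 1287 the fitted changes had one direction with and without bacteria and were larger with the SynCom. For 67 they had one direction and were smaller, and for 593 they had opposite signs. Over all tested genes only 81 passed both Pi contrasts in opposite directions, so most of the 593 did not pass in both. The numbers of 865 and 1082 genes moved most with experiment 2 alone (279 and 360). Among the PSR markers, 88 had a larger and 1 a smaller ratio, and 129 and 2 adjusted over the list alone. Their mean interaction was 1.10 on the log2 scale. The index interaction was 0.858 (exact permutation, p = 0.00651, adjusted 0.0109), with 1.01 in experiment 1 and 0.704 in experiment 2. At 1000 µM Pi the index differed by 0.0161 between SynCom and NB (exact permutation, p = 0.3), within the spread between libraries, although it was larger without z-scoring (0.0675, exact permutation, p = 0.02). At 50 µM Pi it was higher by 0.874 with the SynCom (exact permutation, p = 0.005), and 174 of 184 markers were higher and 1 lower (177 and 1 adjusted over the list alone). At 1000 µM Pi, 16 were higher and 20 lower (14 and 20 adjusted over the list alone). Of the fixed PSR genes, SPX1 (1.75, SE 0.32, edgeR q = 0.00177) and SQD2 (1.53, SE 0.29, edgeR q = 0.00253) had an interaction past the threshold, and the other 4 did not, with values between 0.49 and 1.06. In experiment 2 alone that of SQD2 did not pass (1.14, edgeR q = 0.188). At 50 µM Pi the other 4 genes were higher with the SynCom (highest edgeR q = 0.000384). The log2 ratios were 1.45 for PHT1;4, 1.79 for PAP17, 1.86 for MGDC and 1.17 for PHO1;H1. At 1000 µM Pi the ratios were between 0.65 and 0.96, past the threshold in the main fit for PHT1;4 only (edgeR q = 0.0885). PHT1;4 passed there in neither experiment alone (edgeR q = 0.389 and 0.129).

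**Figure D3:**
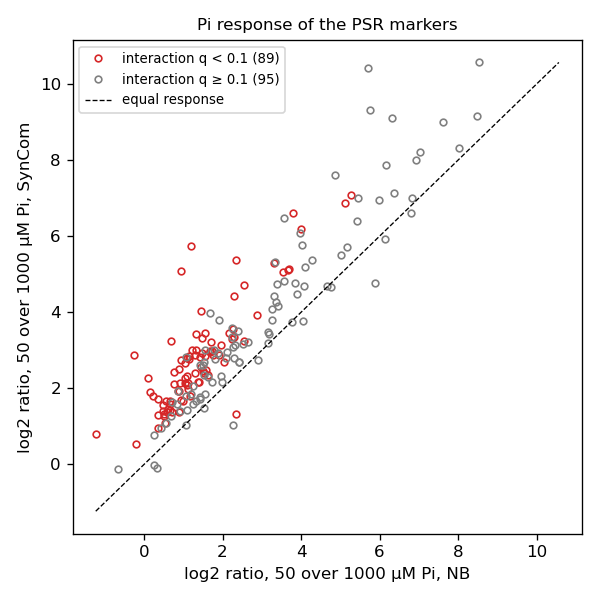
Log2 ratio of 50 over 1000 µM Pi in NB (x axis) and with the SynCom (y axis) for the 184 PSR markers, one circle per gene, red where the interaction passed q under 0.1. Most markers lie above the dashed line of equal response, and 171 of 184 have a positive interaction.

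The soil cluster 1 list was tested in the same way. In NB, 57 of 110 tested genes were higher at 50 µM Pi and 12 lower, and with the SynCom 68 were higher and 17 lower. Adjusted over the list alone, 61 and 69 were higher. The mean log2 fold changes were 0.75 and 1.06, geometric means of 1.69-fold and 2.08-fold. The index rose by 0.597 in NB and 0.834 with the SynCom (exact permutation, p = 0.005 for each). The interaction of the index was 0.237 and did not pass the threshold (exact permutation, p = 0.0732, adjusted 0.0915), nor did the difference between SynCom and NB at 50 µM Pi (0.199, exact permutation, p = 0.06) or at 1000 µM Pi (-0.0379, p = 0.635). The interaction passed with RLE size factors (0.279, exact permutation, p = 0.0443). At the level of genes, 15 members had a larger and 7 a smaller log2 ratio of 50 over 1000 µM Pi with the SynCom (19 and 12 adjusted over the list alone).

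The effect of the SynCom was compared at each Pi level. These contrasts are between libraries of separate code runs, and each experiment had its own runs. Of the genes past the threshold, 4176 of 4281 at 1000 µM Pi and 4613 of 4670 at 50 µM Pi had the same sign in both experiments. The genes were chosen from the fit to both experiments, which favours equal signs, and no threshold was set within an experiment. The agreement thus argues only weakly against a run effect present in 1 experiment only. A run effect that recurs in both experiments cannot be told apart from an effect of the bacteria. At 1000 µM Pi, 2265 genes were higher and 2016 lower with the SynCom, and at 50 µM Pi 2337 were higher and 2333 lower. Under the rule for ranks, the largest rises at 1000 µM Pi were those of AT5G04730 (4.29), LURP1 (3.73) and AT4G12490 (3.71), and the largest falls those of UGT74E2 (-4.20), CYP81D11 (-3.97) and THA1 (-3.50). LURP1 was near the threshold (edgeR q = 0.0642) and passed in neither experiment alone (1.81 and 4.95). It was no longer past it without NB_1000Pi library FER46 (edgeR q = 0.127), FER47 (0.119) or FER48 (0.124), or without SynCom_1000Pi library VDO2064 (0.226). AT4G12490, CYP81D11 and THA1 overlap other genes, and AT4G12490 and UGT74E2 share 6.78% and 0.664% of their exonic 50-mers with other loci. At 50 µM Pi the largest rises were those of PR1, PCR1 (6.40) and PCC1 (4.95), and the largest falls those of PP2-A5 (-3.78), THA1 (-2.65) and BT1 (-2.42). For PCC1, 38.2% of exonic 50-mers occur elsewhere in the genome, and its counts are uncertain.

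Immune genes were fixed in advance because bacteria were present in the SynCom groups. Some of them also changed with Pi in NB. At 50 µM Pi, FRK1 (2.71, edgeR q = 0.00461), MYB51 (0.98, q = 0.0453) and CYP71A12 (1.36, q = 0.0777) were higher and PR5 (-1.18, q = 0.0649) was lower. None of these held in both experiments alone, since FRK1, CYP71A12 and PR5 did not pass in experiment 1 and MYB51 did not in experiment 2. PR1 (AT2G14610, chromosome 2, 6241640 to 6242541, minus strand) was at 0.466 ± 0.413 CPM in NB_1000Pi, 0.786 ± 1.32 in NB_50Pi, 4.01 ± 5.04 in SynCom_1000Pi and 173 ± 131 in SynCom_50Pi (SD, n = 6 each). Its log2 fold change with the SynCom at 50 µM Pi was 8.09 (SE 0.82, edgeR q = 1.97e-06). The interaction did not pass in edgeR (5.20, SE 3.48, q = 0.421), where both NB groups hold few counts, and passed in DESeq2 (5.68, q = 0.00666). BGL2, also known as PR2 (AT3G57260, chromosome 3, 21188397 to 21189967, minus strand), was at 19.2 ± 19.4, 8.45 ± 8.09, 7.97 ± 7.48 and 229 ± 174 CPM in the same order, and its interaction was 6.20 (SE 0.96, edgeR q = 0.000399). PR5 (AT1G75040, chromosome 1, 28177670 to 28179022, plus strand) had an interaction of 3.53 (SE 0.61, edgeR q = 0.00107), which did not pass in experiment 1 alone (2.47, edgeR q = 0.136). FRK1, which overlaps AT2G19180, rose with the SynCom at 1000 µM Pi (2.93, SE 0.70, edgeR q = 0.00485). Its interaction was -2.28 (SE 0.85, edgeR q = 0.11), past the threshold after thinning (edgeR q = 0.0998) and in 5 of the 24 fits that left out 1 library. At 50 µM Pi its difference was 0.65 (edgeR q = 0.311), and 1.59 (edgeR q = 0.00325) without NB_50Pi library FER51. CYP71A12 and MYB51 did not pass the threshold between SynCom and NB at either Pi level (edgeR q between 0.224 and 0.919), and their interactions were -0.74 (q = 0.635) and -0.20 (q = 0.875). At 1000 µM Pi CYP71A12, which shares 3.005% of exonic 50-mers with other loci, did pass without NB_1000Pi library VDO2047 (1.64, edgeR q = 0.0774) and in experiment 2 alone (1.65, edgeR q = 0.0856).

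Under the rule for ranks, the largest positive interactions were those of BGL2, PNP-A (4.14) and AT4G37220 (3.90), and the largest negative ones those of AT5G04730 (-5.28), PP2-A5 (-4.24) and FRO2 (-3.11). AT5G04730 (chromosome 5, 1363965 to 1367451, minus strand) was at 1.80 ± 0.794 CPM in NB_1000Pi, 2.88 ± 1.39 in NB_50Pi, 37.2 ± 14.3 in SynCom_1000Pi and 1.52 ± 0.818 in SynCom_50Pi (SD, n = 6 each). FRO2 (AT1G01580, chromosome 1, 208995 to 213082, plus strand), which encodes a ferric chelate reductase, was at 112 ± 97.8, 68.8 ± 37.2, 534 ± 187 and 47.6 ± 23.9 CPM in the same order (interaction SE 0.44, edgeR q = 0.000177). PNP-A, with 6.23% of exonic 50-mers found elsewhere, was close to the threshold (edgeR q = 0.0973) and was not past it in 16 of the 24 fits that left out 1 library. In single experiments its interaction was 0.43 in experiment 1 (edgeR q = 0.941) and 3.89 in experiment 2 (edgeR q = 0.239). PP2-A5 was no longer past it without NB_50Pi library FER51 (-2.49, edgeR q = 0.128) or in experiment 2 alone (-2.90, edgeR q = 0.435).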

Values the study reported

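The study reported that 168 of the 193 PSR markers were induced at low Pi in uninoculated plants and that 184 were induced with the SynCom, while the average fold change rose from 4.7 to 11. Of the 123 genes from the soil experiment, it reported 59 as enriched at low Pi in uninoculated plants and 72 with the SynCom, with average fold changes of 1.6 and 2.0.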

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

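Tests of a library run, of the spread in NB_50Pi and of a wrong label, as well as thinning, were chosen only after the results were seen, and the tests of a library run took the place of others that relied on an average over genes going both ways.

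The Pi response differed between NB and SynCom for 1947 genes. Of 100 splits of the bacteria labels within Pi levels, only the real one reached this count. The other splits turn any SynCom effect, even one equal at both Pi levels, into spread between libraries. This lowers their number of calls whatever the interaction, so the splits cannot decide whether the count is above chance. Total counts differed between groups, with medians of 1889620 in NB_1000Pi and 3963200 in SynCom_50Pi. With all libraries thinned to the lowest total, 1331 genes were called, and 87.1% of these were among the genes called before. GC content, length and expression level explained 0.159% of the variance of the interaction across 17735 genes. Depth as the whole source is argued against by the calls after thinning. The share of variance is taken over all genes, most of which were not called. It therefore cannot exclude a composition bias among the 1947 genes. A difference between runs that acts only at one Pi level stays open, because each run holds libraries of NB or SynCom only.

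The index of the PSR markers rose more with the SynCom, by 0.858, and 88 markers had a larger 50 over 1000 log2 ratio past the threshold, as did 15 genes of soil cluster 1. In each case only 1 of 100 splits gave as many genes, the real one included, but for the reason given above these splits cannot decide the question. After thinning, the mean interaction of the markers was 1.18 on the log2 scale, and after a fit on GC content, length and expression level the mean residual was 1.12. Markers with no exonic 50-mer elsewhere in the genome (169 of 184) had a mean of 1.11. Leaving out any single library kept the index interaction at 0.773 or more. A shift of a run that is equal at both Pi levels would raise the markers at 1000 µM Pi as well, where 99 of 184 had a higher fitted value with the SynCom, against 181 at 50 µM Pi. These values argue against depth, composition, shared reads, a single library and an additive run shift. An effect of the run specific to low Pi was not tested and cannot be separated from an effect of the bacteria on starved plants, which may be the source.

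Of the genes named in the report, 12 had a Pi response that differed with the SynCom. The interaction was positive for SPX1 (1.75), SQD2 (1.53), BGL2 (6.20), PR5 (3.53), UGT74E2 (2.87), CYP81D11 (1.96), PNP-A (4.14) and AT4G37220 (3.90), and negative for AT5G04730 (-5.28), PP2-A5 (-4.24), BT1 (-1.52) and FRO2 (-3.11). After thinning, 11 of the 12 stayed past the threshold, which argues against depth, and PNP-A did not (q = 0.168). PNP-A shares 6.23% and UGT74E2 0.664% of exonic 50-mers with other loci, and CYP81D11 overlaps a neighbour. No biological explanation was tested for single genes.

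PR1, PR2 and PR5 were higher with the SynCom at 50 µM Pi, with a median log2 ratio of 4.79. Thinning left the median at 4.75. At 1000 µM Pi the ratios went both ways, with 2.89 for PR1, -1.41 for PR2 and 0.24 for PR5, none past the threshold. PR2 did pass there in the fit of the compared groups (-1.28, q = 0.0234), and PR1 without SynCom_50Pi library VDO2065 (2.94, q = 0.0919). A run shift equal at both Pi levels cancels in the interaction, which was past the threshold for PR2 (6.20) and PR5 (3.53, the smaller), so it is argued against for these. For PR1 the call depends on the tool, with an interaction of 5.20 (q = 0.421) in edgeR and 5.68 (q = 0.00666) in DESeq2, and such a shift cannot be told apart from an effect of the bacteria. The counts of PR1 in the NB libraries summed to 5 at 1000 µM Pi and 16 at 50 µM Pi. A response to bacteria that depends on the Pi status of the plant may be involved, and a run effect at low Pi alone stays open.

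A library stood apart from the other 5 of its group in 17 of 152 groups of values examined, where about 7.6 would be expected by chance at 1 in 20. The values are not independent, since many of the genes respond together, so chance cannot be told apart from a property of the libraries. Of these, 7 concern SynCom_50Pi library VDO2065 of experiment 2, which had the lowest PSR index of its group (0.813, next 1.26) and the lowest log2 CPM of SPX1 (9.29), PHT1;4 (8.62), PAP17 (8.74), AT3G25240 (5.80), PS2 (9.04) and PAP14 (5.23). Its depth was not low, and after thinning its gap still took 0.781 of the range of the group, so depth is argued against. On a score from 2194 genes that differed between SynCom and NB at 1000 µM Pi, the library was at 0.0383, beside the other SynCom_50Pi libraries of its experiment (-0.00451 and 0.0978) and above the NB_50Pi libraries of that experiment (-0.883 to -0.297). Over both experiments the NB_50Pi range reached 0.340, and this score also follows the runs. A further score used genes with a SynCom effect at 50 µM Pi and an interaction of like sign, in which an equal run shift cancels, without PSR markers and taken from the fit without the scored library. On its scale the NB libraries of an experiment that set it average -1 and the SynCom libraries 1. The scores of libraries left out need not average to these values. The library was at -0.274, among the NB_50Pi libraries of both experiments (-1.42 to -0.192) and below the other SynCom_50Pi libraries (0.520 or more). It lay just above the NB_50Pi libraries of its own experiment (-1.42 to -0.298). This score taken by itself is near what a wrong label would give. A weaker response to low Pi would give it too, since these genes depend on Pi. By the rule written before this score was computed it alone would have counted for a wrong label, and the verdict here was widened afterwards to take in the earlier score. Most single genes ranked for a SynCom effect or an interaction go against a wrong label, although they were ranked with this library included. Examples are AT4G12490 (63.4 CPM, NB_50Pi at most 19.7), LURP1 (89.7, at most 36.3) and PR1 (15.3, at most 3.43). Others are AT4G37220 (47.7, at most 29.0), BGL2 (46.2, at most 23.1), CYP81D11 (9.21, at least 23.1) and THA1 (2.22, at least 8.22). BT1 (29.3) and FRO2 (30.9) lay close to the lower edge of the NB_50Pi range, and PP2-A5 (2.56) and AT5G04730 (1.19) within it. The earlier score within the experiment and most of these genes argue against a wrong label, while the further score does not. With the evidence divided, a wrong label cannot be excluded beside a weaker response of these plants.

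The remaining values were the total count of SynCom_50Pi library VDO2066 (10531762, next 5711257), the PSR index of SynCom_1000Pi library VDO66 (-0.751, next -0.800), FRK1 in SynCom_50Pi library VDO69 (3.27 log2 CPM), MYB51 in NB_50Pi library VDO2050 (6.79), UGT74E2 in NB_50Pi library FER49 (2.83), AT4G37220 in SynCom_50Pi library VDO2067 (5.20), and PCC1 (5.83) and PNP-A (2.91) in SynCom_1000Pi library VDO2064. For AT3G25240 in SynCom_1000Pi library VDO67 (-0.84) and PAP14 in NB_1000Pi library VDO2046 (0.70) the values rest on 0 or a few counts. Neither library was the shallowest of its group (total counts of 3879265 and 2090030). No explanation was tested for these.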

How the results depend on the processing

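Thinning and the separate experiment effect for NB and SynCom were chosen after seeing the data, and the other settings before. No analysis paired by experiment and number was possible because the columns carry no number within an experiment, so that planned setting was not run.

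Without the replicate block for experiment, 571 genes had a larger and 575 a smaller log2 ratio of 50 over 1000 Pi with the SynCom, and the block changed no other count by over 1.5 times. Experiment 1 alone, with 3 libraries per group, gave 2223 higher and 1821 lower genes for Pi in NB, 3365 lower for Pi with the SynCom, 1090 higher and 915 lower for SynCom at 1000 Pi, 1524 and 1219 for SynCom at 50 Pi, 523 and 441 for the interaction, and 2828 shared genes. Experiment 2 alone gave 1895 lower for Pi in NB, 1104 lower for SynCom at 50 Pi, 279 and 360 for the interaction, 3530 shared genes, and 23 PSR markers and 4 soil cluster 1 genes with a larger ratio. Fewer libraries account for part of this by construction. The genes with a smaller ratio numbered 686 at a threshold of 0.05 and 718 after thinning. Other counts under RLE, DESeq2, both filters and only the compared groups stayed within 1.5 times.

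Mean log2 fold changes of the lists stayed within the spread between libraries under every setting run. Arithmetic means of fold changes, which a few large values carry, moved. For PSR markers in NB they were 17.5, and 13.9 in the fit of the compared groups, 36.6 in experiment 2, 13.5 after thinning and between 14.3 (without NB_50Pi library FER49) and 21.2 with 1 library left out. With the SynCom they were 51.5, and 90.1 in experiment 1 and 40.7 after thinning. For soil cluster 1 they were 2.92 in experiment 1, 3.66 in experiment 2 and 2.06 without PSR markers in NB, and 4.68 in experiment 1, 4.50 after thinning and 3.34 without PSR markers with the SynCom. Leaving out a library gave 2.26 to 2.87 in NB and 3.47 to 4.09 with the SynCom, with the extremes without FER48 (2.87) and VDO68 (3.47). The cause was not tested.

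The index differences of the PSR markers between Pi levels, at 50 Pi and for the interaction kept their direction in every setting. They kept their side of the threshold in all settings that used both experiments, fry and camera included. In a single experiment the interaction no longer passed (1.01, exact permutation, p = 0.095 in experiment 1 and 0.704, p = 0.06 in experiment 2), and the other differences cannot pass with 3 libraries against 3. At 1000 Pi the PSR index difference passed without z-scoring (0.0675) and without NB_1000Pi library FER48 (0.0287, p = 0.015, exact permutation), with a range of 0.00291 to 0.0287 over libraries left out. Over the other settings it ranged from -0.0133 to 0.0675, so its direction was not kept. For soil cluster 1 the difference at 50 Pi passed under limma's fry (0.199, p = 0.0233, against an exact permutation p of 0.06), without FER51 (0.240) and without VDO2050 (0.257), with a range of 0.134 to 0.257. Its interaction passed with RLE (0.279), without z-scoring (0.331), under limma's fry (0.237, p = 0.0239, against an exact permutation p of 0.0732), without FER51 (0.281) and without VDO66 (0.265), with a range of 0.154 to 0.289. The cause was not tested.

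Of 3536 values of named genes, 3429 kept direction and side of the threshold, 77 lost and 29 gained the threshold and 1 reversed. The reversal was PR5 for Pi in NB, at 0.20 in experiment 1. A sign change of a gene past the threshold in neither fit was not counted as a reversal, and there were 30. Depth limits genes with few counts in NB, such as PR1, whose interaction passed in DESeq2 only.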

Other observations

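The depth and experiment tests of the NB_50Pi spread were chosen only after the values were seen, and the matched lists before.

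The arithmetic mean fold change of the PSR markers was 17.5 in NB and 51.5 with the SynCom. Those are higher than the averages quoted from the study above. Averaged on the log scale, the fold changes were 4.95 and 10.6, which lie near them. Both kinds of mean include fitted values of 3 markers with 0 counts in the high Pi group. The arithmetic mean for soil cluster 1 was 2.48 in NB and 3.89 with the SynCom. Those are also higher than the averages quoted from the study above, and the means on the log scale, 1.69 and 2.08, lie near them.

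A hypothesis was that the SynCom steepens the Pi response of all Pi-responsive genes alike, and that the PSR markers merely share in it. Random lists of 184 other genes, matched to the markers on the average of both Pi log2 fold changes (2.90, markers 2.86), had a mean interaction of 0.56 ± 0.10 (SD over 10000 lists) with a maximum of 0.89, against 1.10 for the markers. The share of lists that reached the markers' value was 0%. A general steepening was thus present in matched genes, and it alone may not account for the markers.

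NB_50Pi libraries were spread widely in the PSR index (SD 0.307), from -0.0334 to 0.760, against 0.0269 in NB_1000Pi. The SD around the experiment means was 0.322, so a difference between experiments is argued against as its source. Across the 6 libraries the index had a Pearson's r of 0.377 (exact permutation, p = 0.490) and a Spearman's rho of 0.143 (exact permutation, p = 0.803) with the total count, and r was -0.888 without the 2 libraries farthest from the median total. The relation with depth cannot be told apart from chance at 6 libraries. No biological explanation was tested.

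The counts of the contrasts were set against other splits of the 12 libraries of each contrast into groups of 6, leaving out the split by experiment. Of 100 splits, 1 gave as many genes for Pi in NB, for Pi with the SynCom, for SynCom at 1000 Pi and for SynCom at 50 Pi, the real one in each case, and 1 of 100 gave as many shared genes. For the PSR markers induced at low Pi it was 1 in NB and 2 with the SynCom, and for soil cluster 1 it was 1 in each. The other split with a count as large had 180 PSR markers induced with the SynCom, equal to the real one. Each share is under 0.05, so chance can be excluded for these counts at that level, and for the PSR markers with the SynCom the count is not unique to the real groups.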
